A study of Mus musculus with 6 samples. Its data were reported in "Regulatory interaction between the ZPBP2-ORMDL3/Zpbp2-Ormdl3 region and the circadian clock" (2019).

How the data were processed

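Lung RNA was profiled by RNA sequencing in adult mice that carry a deletion at the start of the Zpbp2 gene (KO) and in control C57BL/6J mice (WT). All lungs were collected at Zeitgeber time 7 (ZT7), that is 7 h after the lights went on. The labels placed 3 libraries in each genotype (WT1 to WT3 and KO1 to KO3), and the replicate numbers were taken from the same labels. A ZT10 experiment of the study was not analysed here.

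The deposited table holds raw counts, that is whole numbers of reads per gene and library with no normalization. To make it, the authors trimmed and quality filtered the reads, aligned them to the GRCm38 mouse genome with STAR and counted reads per gene with HTSeq-count within the GenPipes pipeline. Software versions, the annotation release, the read length and whether counting used the strand were not stated, so counts of genes that overlap another gene are uncertain. The table holds 41388 genes and 0 summary lines, and all 6 columns of library counts were used. Total counts ranged from 59134950 in KO3 to 71354388 in WT1. The gene with the most counts, Scgb1a1, took 2.34% to 4.22% of a library. At this depth a gene with 3 counts or fewer in every library of a genotype was treated as at the floor, which corresponds to at most 0.0500 CPM (the count as a share of the scaled library size, in parts per 1e6) in WT and 0.0514 CPM in KO, and a fold change against such a genotype is given as a lower bound. These limits cover counting error only, since duplicate reads are not independent molecules. Coordinates and gene types were taken from GENCODE release M21 on GRCm38, which holds 40340 (97.5%) of the gene identifiers in the table.

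Libraries were first compared in pairs. For every gene the squared deviation from a proportional division of its counts between the libraries was divided by the variance that counting alone gives, and the median over genes was scaled so that counting alone gives a ratio of 1. KO2 and KO3 had a ratio between 1.71 and 1.94 for genes with 20 or more but fewer than 20000 counts in the pair, with little dependence on the count, and of 3.33 above that, while every other pair of a genotype had a ratio that grew with the count. KO2 and KO3 were therefore counted as 1 sample: their counts were summed in every fit, and the mean of their CPM values is 1 replicate in each mean ± SD, so that n = 3 for WT and n = 2 for KO. This was decided after the data were examined. The design written before that had all 6 libraries as separate samples, and that fit is given beside the main results as an alternative.

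Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with low counts were removed with filterByExpr, libraries were scaled with TMM factors, and KO was compared with WT with the quasi-likelihood test (glmQLFit and glmQLFTest). P-values were adjusted with the Benjamini-Hochberg method over all tested genes. A gene was called at an adjusted p of at most 0.05, and a stricter count also asked for an absolute log2 fold change of at least 1.5. A standard error of a log2 fold change was derived from the estimate and its F statistic. CPM values use the TMM-scaled library sizes. Gene lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01 between genes, adjusted over 7 lists, with fry and camera with an estimated correlation as alternatives. All of these tests are two-sided.

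The 7 lists tested (core clock, PPAR pathway, adipocyte, cardiomyocyte, immediate early, heat shock, cytokine and chemokine) and 9 further lists (sex-linked, hepatocyte, skeletal muscle, alveolar type 2, ciliated, endothelial, B cell, macrophage and erythroid) were written before the data were examined. They were written with knowledge of the genes that the study picked from these libraries, so the adipocyte, cardiomyocyte, immediate early and heat shock lists, which hold 15, 6, 4 and 2 of those genes, are not independent evidence. Lists of squamous epithelium, epidermal keratin, a second set of liver genes, enterocyte genes and clock genes that rise or fall later in the day were written after the data were examined. At 1 CPM or more in every library, the table held 30 of the 35 adipocyte genes, 22 of the 26 cardiomyocyte genes, 25 of the 26 immediate early genes, all 17 heat shock genes, 5 of the 12 skeletal muscle genes, 3 of the 16 hepatocyte genes, 5 of the 15 squamous epithelium genes, 8 of the 16 genes of the second liver set and 4 of the 14 enterocyte genes. Another list also held 17 PPAR pathway, 12 adipocyte, 3 hepatocyte and 14 core clock genes, the last because the later clock genes were drawn from that list, and the study picked 6 PPAR pathway genes and 1 hepatocyte gene.

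Called genes within 20 Mb of Zpbp2 were compared with all other tested genes with Fisher's exact test.

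The genes named in the text follow a rule written before the data were examined: Zpbp2, Ormdl3, Nr1d1 and Eef2; the tested genes from Zpbp2 to Nr1d1; the 5 largest rises and the 5 largest falls among genes that passed both thresholds with every KO library outside the WT range; the 3 most abundant members of each list; the called core clock genes; and Xist with the Y-linked genes. Any other gene named was chosen after its values were seen and is described as such.

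The alternatives were RLE factors, upper quartile factors or library size alone; no filter on low counts or at least 10 counts in every library; the replicate number as a block; leaving out each library in turn; the edgeR exact test and DESeq2 1.42.0; other fold change thresholds; a PPAR list without adipocyte genes; and a 5 Mb window. Added after the data were examined were a term for the level of squamous epithelium transcripts and an offset that removes the trend of each library with gene length and GC content. This last one had values for 18516 (99.2%) of the tested genes.

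The procedure was tested on simulated data drawn from the real means, library sizes and dispersions of the 18660 tested genes, of which 200 were changed. Of 100 genes changed by a log2 fold change of 2, 65 were called in the right direction, and of 100 changed by a log2 fold change of 1, 19 were. The quasi-likelihood test made 99 calls, of which 15 (15.2%) were unchanged genes, more than the nominal 5%. The exact test made 157 calls with 26.1% unchanged genes and DESeq2 made 235 calls with 40.9%. When every gene had the dispersion of the 10th percentile of the real genes, the quasi-likelihood test called 99 of the 100 genes changed by 2 and 82 of the 100 changed by 1, with 3.72% false calls. A simulated list of 30 genes shifted by a log2 fold change of 1 had a camera adjusted p of 2.74e-76, and an unshifted list of 30 had 0.737. The simulated genes were drawn independently, so this did not test camera on lists whose genes vary together. The offset brought a simulated length trend over 18524 genes from a Spearman correlation of -0.71 to -0.01. Figures were drawn with matplotlib 3.10.9.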

Results

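Gene expression in lung was measured by RNA sequencing in adult mice with a deletion at the start of Zpbp2 (KO) and in WT mice, all collected at ZT7. Zpbp2 lies beside Ormdl3 and close to the clock gene Nr1d1, and the study asked how this region and the circadian clock affect each other. There were 6 libraries, 3 of each genotype. Their total counts were 71354388, 68907051 and 59796510 for WT1 to WT3 and 64534489, 62842957 and 59134950 for KO1 to KO3. Between 23070 and 23711 genes were detected in a library. All 6 libraries expressed the Y-linked gene Ddx3y, at 55.5 to 80.3 CPM, while Xist stayed at or below 0.370 CPM. Eif2s3y was at 60.5 to 72.6 CPM, Kdm5d at 34.7 to 45.9 CPM and Uty at 13.2 to 20.8 CPM.

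The libraries of a genotype were compared before any averaging. KO2 and KO3 differed by close to counting noise. Their median variance was 1.71 times the counting variance for genes with 20 or more but fewer than 200 counts in the pair, and 1.94 times for genes with 2000 or more but fewer than 20000. Between WT1 and WT2 the same ratio rose from 1.86 to 9.29, and between KO1 and KO2 from 3.73 to 20.9. For genes with 20000 counts or more the ratio was 3.33 for KO2 and KO3, 51.4 for WT1 and WT2 and 149 for KO1 and KO2. KO2 and KO3 were therefore counted as 1 sample, a choice made after the data were seen, so that 3 WT samples were compared with 2 KO samples. The first principal component, with 52.3% of the variance, separated WT3 and KO1 from the other libraries, and the second, with 32.2%, separated the genotypes.

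**Figure D1:**
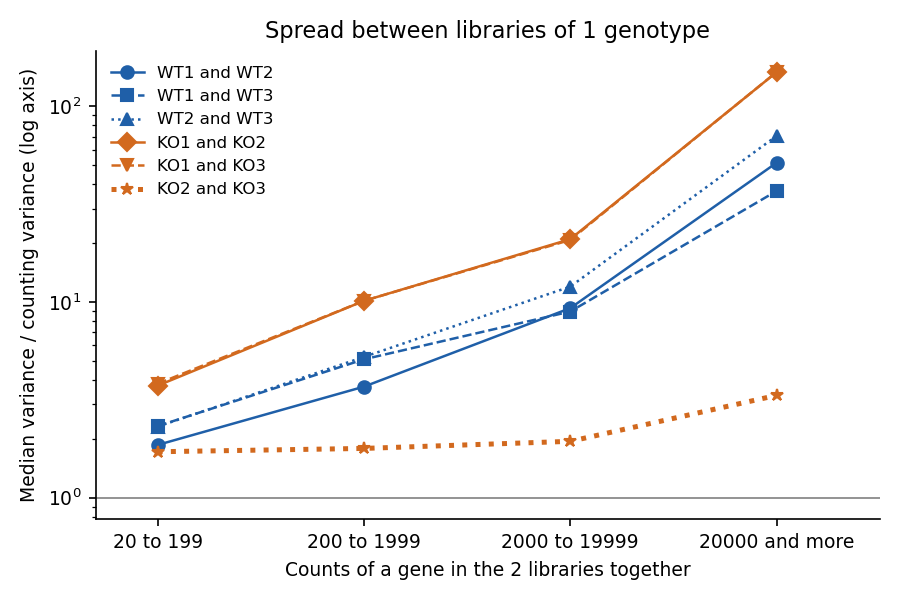
Median variance between the libraries of a pair, as a multiple of the counting variance (log axis), by the summed count of a gene in the pair, for the 6 pairs within a genotype. KO2 and KO3 stayed between 1.71 and 3.33, while KO1 and KO2 rose from 3.73 to 149.

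The level of Zpbp2 in each library tests the labels. Zpbp2 (ENSMUSG00000017195) is a protein-coding gene on the plus strand of chromosome 11, from 98551097 to 98558665 of GRCm38. WT1, WT2 and WT3 had 20, 15 and 7 counts of Zpbp2, and KO1, KO2 and KO3 had 1, 0 and 0. The mean was 0.201 ± 0.0789 CPM (SD, n = 3) in WT and 0.00794 ± 0.0112 CPM (SD, n = 2) in KO. All KO libraries were under the floor of 3 counts, so Zpbp2 was at least 3.91-fold lower in KO. The edgeR quasi-likelihood test gave an adjusted p of 0.0653 at these low counts. Zpbp2 did not pass the filter on low counts when the 6 libraries were kept separate. Of the alternatives that tested it, the edgeR exact test moved its adjusted p most, to 0.00372, in a range of 0.00372 to 0.123 over 10 alternatives.

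Whether the deletion changed its neighbours was examined next. Ormdl3 (ENSMUSG00000038150) is on the minus strand from 98581256 to 98587368, 22.6 kb from Zpbp2. Its level was 61.9 ± 5.17 CPM (SD, n = 3) in WT and 58.2 ± 2.48 CPM (SD, n = 2) in KO. The log2 fold change of -0.08 (SE 0.08) was within the spread of the replicates, with an edgeR adjusted p of 0.555. With the 6 libraries kept separate it was -0.10, with an adjusted p of 0.334, in a range of 0.209 to 0.986 over 16 alternatives. Psmd3, Med24 and Thra, which lie between Ormdl3 and Nr1d1, also did not differ, with adjusted p values of 0.341, 0.757 and 0.718. Gsdma, in the same interval, had 1367 counts in WT3 and 2377 in KO1 and at most 1 count in each of the other libraries, so its difference followed those libraries and not the genotype (adjusted p 0.823). The reference gene Eef2 was at 1722 ± 101 CPM (SD, n = 3) in WT and 1818 ± 208 CPM (SD, n = 2) in KO, with an adjusted p of 0.625.

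Nr1d1 (ENSMUSG00000020889) is on the minus strand from 98767932 to 98775333, 209 kb from Zpbp2. Its end overlaps Thra on the other strand, so some of its reads could not be assigned with certainty. Nr1d1 was at 278 ± 22.5 CPM (SD, n = 3) in WT and 395 ± 8.03 CPM (SD, n = 2) in KO. All KO libraries were above all WT libraries. The log2 fold change was 0.51 (SE 0.08) with an edgeR adjusted p of 0.0512, just over the threshold. With the 6 libraries kept separate the log2 fold change was 0.50 and the adjusted p 0.00887, in a range of 7.71e-07 to 0.372 over 16 alternatives.

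**Figure D2:**
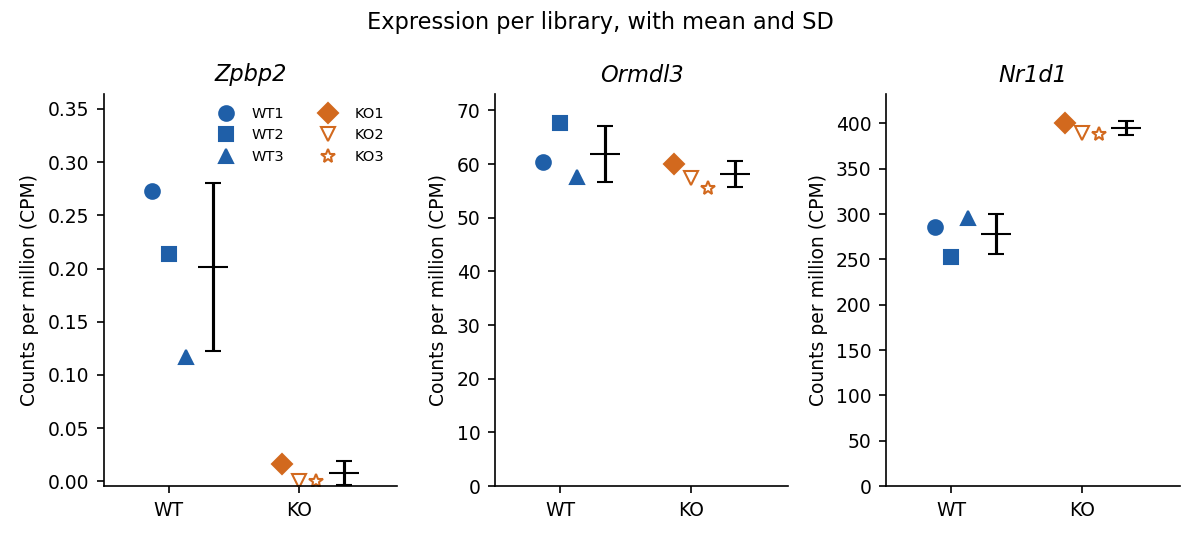
CPM of Zpbp2, Ormdl3 and Nr1d1 in each library, with the mean and SD of each genotype (n = 3 WT and n = 2 KO, with KO2 and KO3, open markers, counted as 1 sample). Nr1d1 was at 278 CPM in WT and 395 CPM in KO, and Ormdl3 at 61.9 and 58.2 CPM.

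The comparison over all genes asked how many differ between KO and WT lungs. Of 18660 genes tested with edgeR, 426 had an adjusted p of at most 0.05, of which 257 were higher and 169 lower in KO. With library size alone as the scaling 306 were called and the higher share went from 60.3% to 38.2%. An absolute log2 fold change of at least 1.5 was reached by 39 of the 426 genes, of which 6 were higher and 33 lower. At an unadjusted p of at most 0.05 there were 5092 genes, and the smallest adjusted p was 0.0251, so the calls lay close to the threshold. The number of calls moved with the choices made. With the 6 libraries kept separate, as in the design written beforehand, 3402 genes were called, 424 of them shared with the 426, and 217 also passed the fold change threshold. Fold changes fell with gene length (Spearman rho -0.33 across 18524 genes, which are not independent replicates). A correction of each library for gene length and GC content left 4 calls, and leaving out any WT library left 0, with 3346 to 4193 genes at an unadjusted p of at most 0.05.

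**Figure D3:**
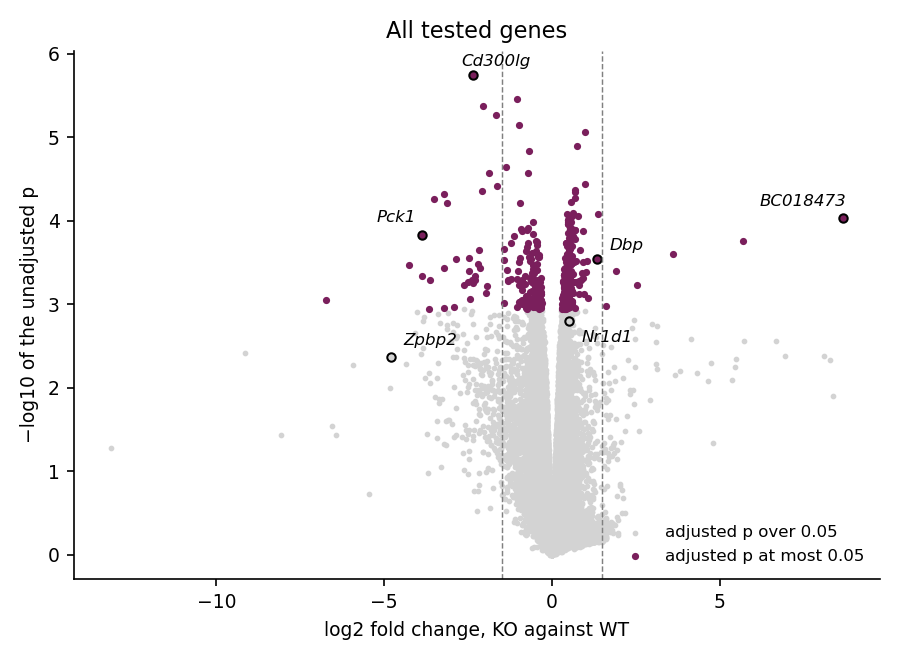
Log2 fold change of KO against WT and the -log10 of the unadjusted p of each of the 18660 tested genes, with dashed lines at log2 fold changes of -1.5 and 1.5. Of the 426 called genes 39 lie beyond the lines, 33 of them on the lower side.

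Among genes past both thresholds, the largest falls with every KO library below every WT library were in Gm11469, Klb, Lctl, Pck1 and Cndp1. Pck1 (chromosome 2, 173153048 to 173159273) went from 107 ± 19.3 CPM (SD, n = 3) to 7.20 ± 3.43 CPM (SD, n = 2), a log2 fold change of -3.87 (SE 0.39). Klb (chromosome 5, 65348314 to 65384007) and Lctl (chromosome 9, 64117147 to 64138118) had log2 fold changes of -4.27 (SE 0.51) and -3.88 (SE 0.49). Lctl overlaps Zwilch. Gm11469 had 13, 13 and 9 counts in WT and 0 in each KO library, at least 3.33-fold lower, and Cndp1 was at least 3.12-fold lower with at most 14 counts in a library. Their adjusted p values were between 0.0446 and 0.0497. Pck1 belongs to the adipocyte list, 34 of whose 35 genes were lower in KO. Gm11469 has no position in the annotation used.

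The largest rises among genes past both thresholds, with every KO library above every WT library, were in BC018473, Gm8494, Gm6058, Ighv14-4 and Gm8738. BC018473 (chromosome 11, 116752167 to 116759373) had 0, 5 and 2 counts in WT and 857, 956 and 943 in KO, a log2 fold change of 8.67 (SE 0.79, adjusted p 0.0446). It is annotated as an antisense transcript and lies 18.2 Mb from Zpbp2. Gm8494 and Gm6058 are processed pseudogenes, at least 11.8-fold and 7.46-fold higher in KO, and Gm6058 lies within Rasal2. Ighv14-4 and the pseudogene Gm8738, which lies within Nsf, had log2 fold changes of 2.52 and 1.91. Reads of pseudogenes and immunoglobulin genes can be shared with near-identical copies, so these values are uncertain. Cd300lg, chosen after its values were seen as the gene with the smallest p, fell from 26.5 ± 0.629 CPM (SD, n = 3) to 5.20 ± 0.505 CPM (SD, n = 2), a log2 fold change of -2.35 (SE 0.10, adjusted p 0.0251). Cd300lg lies 3.48 Mb from Zpbp2 on chromosome 11.

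Genes of the core clock were compared because the study links this region to the circadian clock. All 19 listed genes were tested, and 13 were higher and 6 lower in KO. Dbp rose from 72.1 ± 1.19 CPM (SD, n = 3) to 182 ± 44.8 CPM (SD, n = 2), a log2 fold change of 1.34 (SE 0.15, adjusted p 0.0446). Clock fell from 84.0 ± 5.12 CPM (SD, n = 3) to 60.2 ± 0.701 CPM (SD, n = 2), a log2 fold change of -0.48 (SE 0.06, adjusted p 0.0446). With the length and GC offset the log2 fold changes were 1.14 for Dbp (edgeR adjusted p 0.0796, range 1.72e-14 to 0.189 over its alternatives) and -0.20 for Clock (0.195, range 5.92e-08 to 0.195), and neither passed. Clock also did not pass with the exact test (adjusted p 0.186). These 2 genes passed the threshold over all genes, and 8 did when adjusted over the list alone, 6 higher and 2 lower. Of the most abundant members besides Nr1d1, Tef and Per1 had adjusted p values of 0.198 and 0.936. As a set the list had a camera adjusted p of 0.0878 and did not pass. It passed with a term for the level of squamous epithelium transcripts, at 0.00570, in a range of 0.00570 to 0.455 over 16 alternatives.

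PPAR pathway genes were lower in KO as a set, with a median log2 fold change of -0.19 over 68 genes and a camera adjusted p of 0.000203. Of the 68 genes 27 were higher and 41 lower. Over all genes 8 were called, and 28 when adjusted over the list alone, 7 higher and 21 lower. The abundant members Scd1, Cd36 and Scd2 were not called, at adjusted p values of 0.0832, 0.144 and 0.251. The list shares 12 genes with the adipocyte list. Without the adipocyte genes 56 remained, with a median of -0.02 and an adjusted p of 0.136. This was 1 of 17 alternatives for the list. Across them, with the full list in all the others, the adjusted p was 2.61e-10 to 0.211. The cytokine and chemokine list, 50 genes, had a median of 0.01 and an adjusted p of 0.601, and 0 of its genes were called against 10 at an unadjusted p of at most 0.05. Its most abundant members Cxcl15, Cxcl12 and Cxcl14 had adjusted p values of 0.0833, 0.486 and 0.282.

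Adipocyte, cardiomyocyte, immediate early and heat shock genes were tested to see whether tissue carried over at dissection or handling went with the genotype. Because the study had picked 15, 6, 4 and 2 of their genes from these libraries, the calls adjusted over the list alone are not independent evidence. The adipocyte list had a median log2 fold change of -1.61 over 35 genes (camera adjusted p 1.16e-22). All but 1 were lower, and 9 were called over all genes and 32 when adjusted over the list alone. The cardiomyocyte list had a median of -1.31 over 26 genes (adjusted p 1.27e-07), and 0 were called over all genes, 16 at an unadjusted p of at most 0.05 and 7 when adjusted over the list alone. Its median was also -1.31 with the gene at the floor set to its bound, and -0.72 without WT1. Immediate early genes rose, with a median of 0.65 over 26 genes (adjusted p 2.05e-06), and 1 was called over all genes and 12 when adjusted over the list alone. Heat shock genes had a median of 0.17 over 17 genes and an adjusted p of 0.0525, with 1 and 3 genes called. The heat shock median was 0.08 without KO1. Of the most abundant members, Fasn, Myh6, Actc1 and Ttn were lower by the fold change estimate, at adjusted p values of 0.0893, 0.0965, 0.194 and 0.617, and Jun, Cyr61 and Btg2 were higher, at 0.0657, 0.0993 and 0.105. Hsp90ab1, Hspa5 and Cryab had adjusted p values of 0.702, 0.134 and 0.452.

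The camera test assumes a weak correlation between genes. Under fry, the PPAR and adipocyte lists passed (adjusted p 0.0201 and 0.0304) and the cardiomyocyte and immediate early lists did not (0.124 and 0.118). With an estimated correlation none of the lists passed, and their adjusted p values were 0.211 to 0.679. The ranges over the alternatives were 2.63e-59 to 0.222 for adipocyte, 2.48e-13 to 0.293 for cardiomyocyte, 2.61e-10 to 0.293 for immediate early and 0.00787 to 0.293 for heat shock genes.

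**Figure D4:**
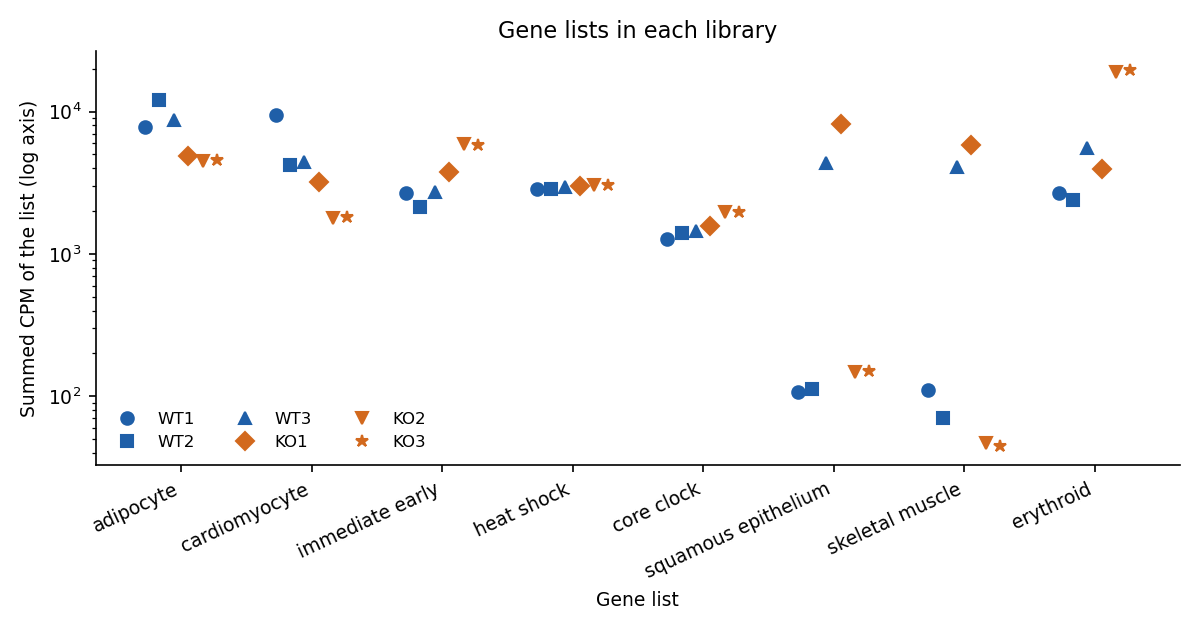
Summed CPM (log axis) of the genes of 8 lists in each library, with a marker shape for each library. Adipocyte genes were at 7747 CPM or more in WT and at most 4867 CPM in KO, mostly from Scd1, Cd36 and Fasn. Squamous epithelium genes were at 4360 CPM in WT3 and 8132 CPM in KO1 against at most 151 CPM in the others.

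Other lists described the make-up of the lungs, with camera adjusted over their number. Alveolar type 2 genes were higher in KO (median 0.36, adjusted p 1.25e-06) with 5 called, among them Sftpc, which went from 12336 ± 214 CPM (SD, n = 3) to 18913 ± 882 CPM (SD, n = 2). Ciliated cell genes (median 0.45, adjusted p 0.0370), erythroid genes (1.70, 0.0350) and hepatocyte genes (3.05, 0.000191) were also higher by these medians. The summed levels of the ciliated cell, erythroid and hepatocyte genes did not exceed the WT range in KO1. Ciliated cell genes, of which Sec14l3 is the most abundant, summed to 2113 CPM in KO1, 2966 and 2899 CPM in KO2 and KO3 and 2229 to 2586 CPM in WT. Hepatocyte genes summed to 105 CPM in KO1, 204 and 205 CPM in KO2 and KO3 and 130 to 148 CPM in WT, and their abundant member Cyp2e1 had a log2 fold change of -0.98 (adjusted p 0.309). Trf and Cyp2e1 made up most of this sum in every library, at 82.1 and 12.9 CPM in KO1, so it says little about the other members. Alb, the hepatocyte gene with the largest change among the abundant ones, had 76, 89 and 58 counts in WT, 193 in KO1 and 1491 and 1457 in KO2 and KO3 (adjusted p 0.0753). B cell genes had a median of -0.27 (adjusted p 0.00310), but their most abundant member Ighm had a log2 fold change of 0.08, and their sum was 829 and 837 CPM in KO2 and KO3 and 640 CPM in KO1, against 690 to 826 CPM in WT. Skeletal muscle, endothelial and macrophage genes had adjusted p values of 0.465, 0.270 and 0.192. Besides Sftpc, the abundant members Sftpb and Tppp3 were called (adjusted p 0.0446 and 0.0447), and the remaining abundant members of these lists were not. The erythroid genes summed to 18997 and 19742 CPM in KO2 and KO3 and to 3967 CPM in KO1, against 2400 to 5523 CPM in WT, so this rise was in the merged sample alone.

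Whether called genes gathered around the deleted gene was tested because the deletion was made in another strain. Within 20 Mb of Zpbp2 on chromosome 11, 27 of 655 tested genes (4.12%) were called, against 396 of 17869 (2.22%) elsewhere, with an odds ratio of 1.90 and a two-sided Fisher's exact p of 0.00307. Of the 27, 20 were higher and 7 lower. Within 5 Mb it was 12 of 282 genes (4.26%), with an exact p of 0.0401. With library size alone as the scaling the share was 2.14% and did not pass. Mien1 and Grb7, chosen after their values were seen as close neighbours of Zpbp2, rose from 32.3 to 46.7 CPM and from 30.6 to 43.2 CPM, both with an adjusted p of 0.0446. Mien1 overlaps Erbb2.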

Values the study reported

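The study sequenced lung RNA of 3 KO and 3 WT mice at ZT7 and of as many at ZT10. With an absolute logFC of at least 1.5 and an adjusted p-value of at most 0.05, it listed 40 differentially expressed genes at ZT7 and 42 at ZT10.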

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

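The alternatives named in the processing section were chosen before the data were examined, except the squamous epithelium term and the length and GC offset, which were chosen after seeing the data. Counting KO2 and KO3 as 1 sample was itself chosen after seeing the data. The fit with the 6 libraries kept separate was the design written beforehand, and it became an alternative only through that choice. Ormdl3 stayed below a log2 fold change of 0 under all 17 alternatives, from -0.28 to -0.02, and did not pass the threshold in the 16 that tested it. Zpbp2 was lower under each of the 12 alternatives that gave a value. It was filtered out, with no value, with at least 10 counts in every library, with the 6 libraries kept separate, in the replicate block, and without WT1 or WT2, and DESeq2 gave no adjusted p for it. Nr1d1 was higher under all 17, from 0.38 to 0.55.

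The number of called genes was 937 with at least 10 counts in every library, where fewer genes were tested, and 3402 with the 6 libraries kept separate, of which 217 passed the fold change threshold. That fit treats KO2 and KO3 as independent. It was 2238 with the squamous epithelium term (186 past the fold change threshold; all 426 were among them), 4 with the length and GC offset (3), 209 with the exact test (136; 95 of the 426 shared) and 3875 with DESeq2 (241). With a fold change of at least 1.5 in place of the log2 fold change of 1.5, 135 genes passed, and glmTreat against that fold change left 1. Apart from the offset and the 6 libraries, the causes were not tested. In the self-test both the exact test and DESeq2 made more false calls than the quasi-likelihood test.

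Leaving out 1 library at a time gave from 0 to 418 called genes and from 0 to 39 past the fold change threshold. Without WT1, WT2 or WT3 the count was 0, with 3642, 3346 and 4193 genes at an unadjusted p of at most 0.05; fewer samples were left in each. Without KO2 it was 355 and without KO3 418. Without KO1 only 1 KO sample remained and no test was run; Zpbp2 was then at -7.05 and Nr1d1 at 0.48. Over these fits the log2 fold change of Zpbp2 was from -7.05 to -4.33, and the heat shock adjusted p from 0.0198 to 0.122.

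The replicate numbers did not pair the samples: same-numbered libraries had correlations of their deviations from the group means of -0.48, 0.56 and -0.65. With the replicate block and the 6 libraries kept separate, 1157 genes were called and 117 passed the fold change threshold. Of the calls 46.6% were higher in KO, against 60.3% in the main comparison, and 412 were shared with the 426. Nr1d1 was at 0.50 and passed the threshold, the core clock list had an adjusted p of 0.0200 and heat shock 0.0128, and 6.91% of the genes near Zpbp2 were called, which did not differ from the rest (exact p 0.621).

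Zpbp2 passed the threshold with the squamous epithelium term (-4.77) and the exact test (-4.81). Nr1d1 passed it with at least 10 counts in every library (0.51), with the 6 libraries kept separate (0.50), with the squamous epithelium term (0.49) and with DESeq2 (0.51). The core clock list passed it without a filter (0.0481), with the squamous epithelium term (0.00570) and with the offset (0.0185), in a range of 0.00570 to 0.455. Heat shock passed it in 10 of 16 alternatives, in a range of 0.00787 to 0.293. It passed with RLE factors (0.0489), library size (0.0370), no filter (0.0284) and the 6 libraries (0.0468), also with the replicate block (0.0128). The squamous epithelium term (0.00787) and the offset (0.0299) also put it past the threshold. So did leaving out WT2 (0.0198), WT3 (0.0357) or KO2 (0.0467). The cause was not tested.

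The lists that passed with camera depended on the correlation between genes. With an estimated correlation the adjusted p was 0.211 for PPAR, 0.222 for adipocyte, 0.293 for cardiomyocyte and 0.293 for immediate early genes, and with fry it was 0.124 for cardiomyocyte and 0.118 for immediate early genes. The PPAR list without adipocyte genes had 0.136. The ranges over the alternatives were 2.61e-10 to 0.211 for PPAR, 2.63e-59 to 0.222 for adipocyte, 2.48e-13 to 0.293 for cardiomyocyte and 2.61e-10 to 0.293 for immediate early genes. The cytokine and chemokine list changed direction with the offset (adjusted p 0.552, range 0.365 to 0.724), with no call in either direction.

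The share of genes called near Zpbp2 no longer differed from the rest with library size only (2.14%), with the squamous epithelium term (14.2%) and with the exact test (1.53%). With library size only, 38.2% of the calls were higher in KO, while the median log2 fold change of all genes went from 0.02 to -0.04. It was 25% with the offset and 30.1% with the exact test. Over the other named genes and this share, 157 values kept their side of the threshold or moved by less than the spread. A further 59 no longer passed the threshold, 6 moved and 0 reversed. The 59 include Gm11469 and Cndp1 with DESeq2, which gave no adjusted p for them. The counts of Zpbp2, at most 20 in a library, limit what these libraries show for it to the lower bound given.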

Other observations

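The tests on the pair KO2 and KO3, on gene length, on squamous epithelium, liver and intestine genes and on later clock time were chosen only after the result was seen. So were the matched and the large-change comparisons near Zpbp2 and the counts of camera p values over splits. The other tests were written before their results were seen.

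KO2 and KO3 differed by a median of 1.94 times the counting variance for genes with 2000 or more but fewer than 20000 counts in the pair. Counting alone gives 1, so some noise beyond counting was present, but the ratio hardly grew with the count up to there, unlike in the other pairs within a genotype, and was 3.33 above it. Immunoglobulin V genes, which follow the B cell clones of an animal, argue against a pair of animals: their ratio was 1.92 over 13 genes between KO2 and KO3, and 56.1 to 197 in the other 14 pairs of libraries, over 15 to 30 genes each. A candidate explanation is that 1 RNA was sequenced in both libraries. The labels give each its own tag, and a mix-up at any earlier step stays open.

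In the comparison of 3 WT with 2 KO samples, 2 of the 10 splits of the 5 samples gave as many called genes. The other one set WT3 and KO1 against the rest and gave 457 calls, 396 with an absolute log2 fold change of at least 1.5, and the remaining splits gave 0. By genes at an unadjusted p of at most 0.05 the genotype split had the most, 5092, against 1569 for WT3 and KO1. With the 6 libraries kept separate, 1 of the 10 splits gave as many, the real one. With 10 splits the share cannot go under 0.1, so chance and genotype cannot be told apart by this count. Camera p values for cardiomyocyte genes were as small in 6 of the 10 splits of the 5 samples, for immediate early genes in 4, for PPAR genes in 2 and for adipocyte genes in 1, so their size says less than it appears to.

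WT3 and KO1 held keratin and skeletal muscle transcripts at high levels. Krt4, chosen after its values were seen, had 119209 counts in WT3 and 232524 in KO1 and at most 68 in the other libraries, and Acta1 72082 and 129627 against at most 134. Of squamous genes other than Krt4 and Krt13, 13 of 13 were higher in both libraries than in the other 4, with a median fold of 57.5. Chance gives 6.67% each if the 6 libraries are independent, and more with KO2 and KO3 as 1 sample. Epidermal keratins stayed at 2.88 to 4.78 CPM in all libraries, which argues against skin. This is consistent with oesophagus carried over at dissection in 1 lung of each genotype. With a term for the squamous level 2238 genes were called.

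Adipocyte genes summed to 7747, 12007 and 8792 CPM in WT and 4867, 4502 and 4539 CPM in KO. Within the 3 WT libraries the mean correlation between their members was 0.653, against at most 0.205 in 10000 random lists (permutation p 1e-04, the smallest they can give). Members such as Adipoq and Plin1, chosen after their values were seen, had 4162 to 6961 and 3001 to 5669 counts in WT and 395 to 1267 and 235 to 631 in KO. Genes of 1 cell type can vary together whether the cells were carried over or resident, so the correlation in WT cannot separate these. Fat tissue carried over in unequal amounts is a candidate explanation for the lower adipocyte genes, and with them the PPAR list. The other PPAR members had a camera adjusted p of 0.136 (the range of 2.61e-10 to 0.211 over the alternatives for PPAR genes comes from the full list). A smaller fat depot in KO mice stays open and was not tested. The study describes these KO mice as prone to obesity with age, which points the other way, but gives the sampled mice only as adult.

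Cardiomyocyte genes also varied together, with a mean correlation of 0.615 in WT against at most 0.360 in random lists (permutation p 1e-04, the smallest they can give). Their sum was 9461 CPM in WT1, 4248 and 4396 CPM in WT2 and WT3, and 3179, 1796 and 1808 CPM in KO. WT3 and KO1 also held skeletal muscle transcripts, so their sums may not come from heart alone. Ttn was at 642 CPM in WT3 and 515 CPM in KO1, against 78.4 and 82.9 CPM in KO2 and KO3. Myh6 was not raised in this way, at 389 CPM in KO1 and 359 and 364 CPM in KO2 and KO3. The atrial gene Nppa, chosen after its values were seen, had 107614 counts in WT1, 10233 and 19300 in WT2 and WT3 and 1384 to 1408 in KO. Heart tissue carried over in unequal amounts is a candidate explanation, which the correlation in WT cannot separate from resident muscle. A difference in the heart muscle around lung veins was not tested.

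The medians of immediate early and heat shock genes were both higher in KO. Fos and Hspa1a, chosen after their values were seen, had 1563 to 4402 and 455 to 583 counts in WT, 7109 and 1430 in KO1 and at least 20706 and 6524 in KO2 and KO3. If handling between death and freezing were the cause, samples of 1 genotype would take the same order on both lists, and 2 of 4 pairs did. Handling and genotype cannot be told apart with so few samples. The heat shock median was 0.17, and 0.08 without KO1.

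Xist reached at most 0.370 CPM in any of the 6 libraries and the Y-linked genes were expressed in all of them. This argues against unequal sexes as a source of the differences.

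Genes within 20 Mb of Zpbp2 were called more often than others, with an exact p of 0.00307. Against genes matched on length, GC content and expression, 15.5 calls (2.37%) were found on average over 10000 draws, against 27 (permutation p 0.0033). Of genes that also passed the fold change threshold, 5 of 655 near and 33 of 17861 other genes were called (exact p 0.0104): A830036E02Rik, Aoc3, Cd300lg, Gm8738 and BC018473, of which those outside the naming rule were chosen after their values were seen. A segment from the strain in which the deletion was made may have stayed linked to Zpbp2. An effect of the deletion itself on these genes stays open, since sequence variants were not analysed here.

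Short genes were higher and long genes lower in KO. The median log2 fold change was 0.19 for genes of 1 to 2 kb, with 101 of 109 calls higher, and -0.16 over 8 kb, with 2 of 89 higher. After the length and GC offset, 4 of the 426 called genes were still past the threshold, while 399 were at an unadjusted p of at most 0.05, 425 kept their sign and the median absolute log2 fold change of the 426 went from 0.50 to 0.34. The trend of RNA quality or library preparation that such a pattern might come from follows the genotype in all 6 libraries, so it cannot be told apart from a biological difference.

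The median of hepatocyte genes was higher in KO, but their sum was higher in KO2 and KO3 only, at 204 and 205 CPM, and was 105 CPM in KO1 against 130 to 148 CPM in WT. Trf, the most abundant member, was at 82.1 CPM in KO1 and 75.0 to 79.3 CPM in WT, so the sum says little about the less abundant members. Of these, Alb was higher in KO1 too, at 3.06 CPM against 0.967 to 1.27 CPM in WT. Cyp2e1, an abundant member, was at 12.9 CPM in KO1 and 43.0 to 45.2 CPM in KO2 and KO3 against 45.7 to 68.2 CPM in WT, a level at which a small share of liver RNA would not show. Of a second set of 16 liver genes, 6 had every KO library above every WT library, where chance gives 10%, 11 had KO2 and KO3 above and 8 had KO1 above (25% by chance for each). This second set summed to 1334 CPM in KO1 and 1614 and 1581 CPM in KO2 and KO3, against 1013 to 1196 CPM in WT. Of enterocyte genes other than Fabp2, 3 of 13 had every KO library above every WT library (10% by chance), 8 had KO2 and KO3 above and 6 had KO1 above (25% for each). The enterocyte genes as a sum did not rise, at 189 to 227 CPM in KO and 203 to 228 CPM in WT. Liver or intestine RNA in the KO libraries and expression in lung cannot be told apart from these counts.

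Clock genes moved in the direction of a later hour: 13 of 14 did, with all 9 genes that rise after ZT7 higher (median 0.47) and 4 of the 5 that fall lower (median -0.48). In KO1, however, Per2, Per3, Nr1d2 and Tef lay within the range of the WT libraries, so their rise was in KO2 and KO3, and Per1 lay within it in all KO libraries. Nr1d1, whose lung peak the study places from ZT6 to ZT10, was in neither group. It was higher in KO1, KO2 and KO3 alike, at 389 to 400 CPM against 253 to 296 CPM in WT. Clock went from -0.48 to -0.20 with the length and GC offset. A later time of collection of the KO mice could give this, and so could a shifted clock in KO mice. These genes come from the core clock list, whose changes had been seen. At a single time point the explanations cannot be told apart.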
